A study of Mus musculus with 9 samples. Its data were reported in "An αvβ3 integrin checkpoint is critical for efficient TH2 cytokine polarisation and potentiating antigen-specific immunity" (2022).

How the data were processed

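Gene expression was measured by RNA sequencing in 9 libraries of mouse CD4 T cells. The cells came from mice that carry Cas9 and a tdTomato (Tom) reporter in the Il13 gene. Naive splenic cells were activated for 24 h with antibodies to CD3 and CD28 and with IL-2, transduced with a retrovirus that encodes BFP and a single guide RNA (sgRNA), placed under TH2 conditions from day 6 and sorted on day 9 as live BFP+ cells with or without Tom. The guides were non-targeting (NT) or directed at Gata3. Titles put 3 libraries in each of 3 groups (NT Tom−, NT Tom+ and Gata3 Tom−), numbered 1 to 3 within each group. Nothing in the labels says that replicates were separate cultures or animals, so p-values measure only the spread between these samples, which may be technical.

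Libraries were made with an amplification kit and read as single-end reads. Per the submitters' processing notes, the authors trimmed reads with Trim Galore 0.50, aligned them with STAR 2.6.0a to the mouse genome GRCm38 and used DESeq2 1.18.1. The counting tool and the annotation release were not given in the sources used here. The deposited values are a signal per gene, in the form of gene counts that the authors divided by a DESeq2 size factor per library. In every library 100% of the values were whole multiples, within 0.001, of the value of 1 read, so that whole reads and size factors could be recovered. The table held 22136 genes. A symbol was found for 22122 of the Ensembl identifiers and a position for 22129 in GENCODE's annotation of GRCm38.

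Recovered totals ran from 4683706 to 11955194 reads per library. Mitochondrial ribosomal RNA took 39.8 to 61.4% of them, and nuclear transcripts that resemble ribosomal RNA took a further 9.93 to 23.2%. Between 15244 and 18013 genes had a read. Counting intervals and floors cover counting error only, since amplified reads without molecular identifiers are not independent molecules. Whether reads were counted by strand is not given in the sources used here, so overlapping and antisense genes are uncertain, as are near-identical copies.

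Each table column was assigned to the sample whose title carries the same number. The descriptions also name a plate well per sample. Counted down the plate columns, the 9 wells fall on the same 9 numbers as the table columns, and a sample's well position equals its title number for 3 samples and differs for 6. The assignment by title was kept throughout, and groups are written as libraries labelled with a group.

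The main test was limma 3.58.1 (R 4.3.3) with a mean-variance trend on log2(value + 1), over 11406 genes with a mean of at least 10 normalised counts across the 9 libraries. All 3 groups entered the fit without a block, and calls were made at a Benjamini-Hochberg adjusted p below 0.05. Fold changes are on the log2(value + 1) scale, which understates the change of low genes. edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 on the recovered reads were alternatives. Contrasts were Gata3 Tom− against NT Tom−, Gata3 Tom− against NT Tom+, NT Tom+ against NT Tom−, and Gata3 Tom− against the mean of NT libraries of both gates. These choices, the gene lists, the rule for named genes and the other settings were fixed before the data were examined.

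Gene lists were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over all lists and the 3 pairwise comparisons. Of 23 lists, 18 had at least 3 tested members. They covered TH2 cytokines, TH2 regulators and receptors, neighbours at the TH2 cytokine locus, the TH1, TH17, Treg and TFH programmes, cytotoxic effector genes, integrins and their adaptors, mTOR-linked and immediate early genes, interferon-stimulated genes, regulators that the study named from its screen, cell cycle, sterol and fatty acid synthesis, glycolysis, p53 targets, heat shock and stress genes, and mitochondrially encoded genes. Marker lists of other cells covered CD8 T and NK cells, gamma-delta T cells, B cells, myeloid and mast cells, and erythroid cells. Named genes were Gata3, Il13, Il4, Il5, Il10, Rad50, Csf2, Ifng, Eomes, Stat4, Itgav and Itgb3, whatever their result; up to 8 called genes with the largest rise and 8 with the largest fall per comparison, with groups that do not overlap and a higher group of at least 50 normalised counts; and up to 4 members per list with the smallest adjusted p.

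Comparisons between the replicate numbers of the titles were added after the data had been seen. Each number holds 3 libraries, 1 from each labelled group, and all 3 pairs of numbers were tested in the same limma model with the number in place of the group, with their own adjustment over lists. Tests for any difference among the 3 groups, or among the 3 numbers, used limma's moderated F-test. Other added settings left out the 3 libraries titled replicate 3, used the labelled group as a block, or left ribosomal RNA out before TMM scaling. Settings fixed in advance were pseudocounts of 0.5 and 5, no filter, a minimum mean of 50, TMM factors, quantile normalisation, edgeR, DESeq2, robust empirical Bayes, a fit on only the groups compared, the replicate number as a block, and leaving out each library in turn. Folds against a group with 0 reads were computed against a floor of 3 reads over the group, and groups with 1 to 3 reads are given as a ratio with an exact binomial interval at a confidence level of 0.95.

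The limma script was tested on simulated negative binomial counts with the means, dispersions and size factors of these libraries. Dispersions were estimated within the labelled groups, so that differences between replicate numbers counted as spread. The shares of genes called below therefore hold only for these labels. In 10 simulations of Gata3 Tom− against NT Tom− over 11406 genes, 200 of which were changed, 71.1% of genes changed 16-fold, 32.2% of genes changed 4-fold and 4.33% of genes changed 2-fold were called, all in the right direction, with a mean of 4.90 unchanged genes called per simulation. Figures were drawn with matplotlib 3.10.9 from tables made with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15.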

Results

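RNA was profiled in 9 libraries of in vitro TH2 cells that carried either a non-targeting (NT) guide or a guide against Gata3, the transcription factor that directs TH2 differentiation. Tom, a reporter placed in the Il13 gene, marks cells that have switched on this TH2 cytokine. Titles assign 3 libraries each to NT Tom−, NT Tom+ and Gata3 Tom−. Recovered read totals were 6694498, 6385980 and 4683706 for replicates 1, 2 and 3 labelled NT Tom−, 5051710, 4904714 and 11955194 for those labelled NT Tom+, and 11309857, 7714789 and 6292865 for those labelled Gata3 Tom−.

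Gata3 transcripts (ENSMUSG00000015619, chromosome 2, 9857078 to 9890034 on GRCm38) checked the labels first. Normalised counts were 780, 1379 and 1032 in the libraries labelled NT Tom−, 1798, 2511 and 1168 in those labelled NT Tom+, and 1738, 1945 and 1151 in those labelled Gata3 Tom−. The mean of the libraries labelled Gata3 Tom− was thus above that of NT Tom− (1611 ± 412 against 1064 ± 301, SD, n = 3 each), with a log2 difference of 0.60 and an adjusted p of 0.989 by limma. Small insertions or deletions made by Cas9 need not change the amount of an mRNA, so that this check alone decides little. The plate wells in the sample descriptions also disagree with the titles, since 6 of the 9 title numbers differ from the position of the sample's well. Counted by well, the 3 libraries of each replicate number belong to a single group, with number 1 in the wells of NT Tom−, number 2 in those of NT Tom+ and number 3 in those of Gata3 Tom−. Directions between labelled groups below therefore hold only for the labels.

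Il13 transcripts were close to absent, with 12 reads in 3 of the 9 libraries and at most 5 in any. The reporter replaces Il13 sequence in these mice, so that no comparison was made for this gene.

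The comparison of Gata3 Tom− with NT Tom− asks what the guide changed in cells of the same gate. TH2 cytokines did not separate the libraries labelled with these groups. Il4 averaged 112 ± 109 normalised counts in the libraries labelled Gata3 Tom− and 183 ± 200 in those labelled NT Tom− (SD, n = 3 each; log2 −0.37, SE 1.48), and Il5 averaged 309 ± 294 against 127 ± 137 (log2 0.03, SE 1.87). Il10 differed by −0.67 on the log2 scale (SE 1.48), Csf2 by 1.15 (SE 1.04) and Rad50, the DNA repair gene that lies within the TH2 cytokine locus, by −0.16 (SE 0.66). For the TH1 genes, Ifng differed by −0.68 (SE 2.63), Stat4 by 0.70 (SE 0.78) and Eomes by 0.80 (SE 1.35). Itgav and Itgb3, which encode the chains of the αvβ3 integrin, differed by −0.02 (SE 0.24) and 0.36 (SE 0.46). Adjusted p by limma was 0.989 or higher for each of these genes. Signs on this scale can differ from those of the means, as for Il10 (71.5 ± 64.6 against 44.0 ± 28.7; log2 0.72 by edgeR and 0.70 by DESeq2) and Ifng (168 ± 291 against 94.3 ± 154; 0.83 by both), so that they carry no direction.

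Across all genes, limma called 0 for this comparison (561 at an unadjusted p below 0.05, where chance gives 570), edgeR called 0 (570 unadjusted) and DESeq2 called 3 (706 unadjusted). At 4-fold or more, limma and edgeR called 0 and DESeq2 called 1. With the library labelled NT Tom− replicate 3 left out, limma called 1 gene, mt-Rnr1, which is mitochondrial ribosomal RNA and had a log2 difference of −1.15.

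The comparison with NT Tom+ joins the guide and the gate. Il4 differed by −0.99 on the log2 scale between libraries labelled Gata3 Tom− and NT Tom+ (SE 1.48), Il5 by −0.24 (SE 1.87), Rad50 by −0.24 (SE 0.66), Ifng by −0.45 (SE 2.63) and Gata3 by −0.15 (SE 0.30), with adjusted p by limma of at least 0.999 for each. The means of Il5 (309 ± 294 against 184 ± 158) and Ifng (168 ± 291 against 138 ± 236) ran the other way, as did edgeR and DESeq2 (0.78 and 0.75 for Il5, 0.24 and 0.29 for Ifng). Limma called 0 genes (541 at an unadjusted p below 0.05), edgeR called 0 (598 unadjusted) and DESeq2 called 13 (746 unadjusted), of which 11 were at 4-fold or more. Against NT libraries of both gates, limma called 0 (475 unadjusted), edgeR 0 (513 unadjusted) and DESeq2 3 (650 unadjusted).

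Among control cells, the gate is the difference between NT Tom+ and NT Tom−. In the libraries so labelled, Il4 differed by 0.62 on the log2 scale (SE 1.48), Il5 by 0.28 (SE 1.87), Rad50 by 0.08 (SE 0.66), Ifng by −0.23 (SE 2.63) and Gata3 by 0.75 (SE 0.30), with adjusted p by limma from 0.698 for Gata3 to 0.992 for Ifng. The means of Il4 (125 ± 77.5 against 183 ± 200) and Ifng (138 ± 236 against 94.3 ± 154) ran the other way, as did edgeR and DESeq2 (−0.56 and −0.56 for Il4, 0.59 and 0.55 for Ifng), and Il4 was −0.54 without the 3 libraries titled replicate 3. Limma called 0 genes (765 at an unadjusted p below 0.05), edgeR called 0 (779 unadjusted) and DESeq2 called 27 (938 unadjusted), 7 of them higher and 20 lower. Without the library labelled NT Tom− replicate 3, limma called 4 genes (Pfn1 and Hist1h2ak higher, mt-Rnr1 and Gm42672 lower).

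Limma called 0 genes for the guide within Tom− and 0 for the gate, so that an overlap of 0, equal to the 0 expected from independent lists, was fixed and says nothing. Without the library labelled NT Tom− replicate 3 limma called 1 gene in both, and with all 3 libraries titled replicate 3 left out it called 2 in both, mt-Rnr1 and mt-Co1. With the replicate number as a block it called 1 in both, mt-Co1. Both comparisons use the same 3 NT Tom− libraries. Their log2 fold changes correlated across genes with r = 0.527 and a covariance of 0.35, where 100 simulations of independent libraries without any effect gave a mean r of 0.513 (0.488 to 0.53) and a mean covariance of 0.328 (0.308 to 0.346). The simulations took libraries as independent, whereas those titled replicate 3 resembled each other. Genes are not independent replicates, and 3 control libraries are too few to split.

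Gene lists gave the same picture for the labelled groups. TH2 cytokines, with 6 tested members, had a median log2 difference of 0.19 for Gata3 Tom− against NT Tom−, and 0 members were called by limma over all genes or adjusted over the list alone. Mitochondrially encoded genes, which code for respiratory chain subunits and mitochondrial ribosomal RNA, were lower in all 9 tested members in libraries labelled NT Tom+ against NT Tom− (median log2 −0.45), with 6 called lower adjusted over the list alone and 0 over all genes. This list passed with camera's preset correlation (adjusted p = 1.51e-06) and not with an estimated correlation (adjusted p = 0.707). It also passed with the preset correlation for Gata3 Tom− against NT Tom− (median −0.21, adjusted p = 0.0404; 0.844 with an estimated correlation; 3 called lower adjusted over the list alone) and against NT Tom+ (median 0.21, adjusted p = 0.0242; 0.844 with an estimated correlation; 1 called higher adjusted over the list alone). The libraries labelled NT Tom− replicates 1 and 2 had the largest shares of mitochondrial ribosomal RNA, 54.9 and 61.4% of reads. The median for Gata3 Tom− against NT Tom− moved to −0.317, −0.0786, −0.132 and −0.119 without NT Tom− replicates 1, 2 and 3 and Gata3 Tom− replicate 2 in turn. This preset call was lost without NT Tom− replicate 2 (camera adjusted p = 0.414), NT Tom+ replicates 1 or 2 (0.0813 and 0.0787) or Gata3 Tom− replicates 2 or 3 (0.11 and 0.0721). That against NT Tom+ was lost without NT Tom+ replicates 2 or 3 (0.0787 and 0.155) or Gata3 Tom− replicate 1 (0.181). The gate call held whichever library was left out.

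Glycolysis genes were lower in 15 of 16 members in libraries labelled Gata3 Tom− against NT Tom− (median −0.22, camera adjusted p = 0.0169; 0.844 with an estimated correlation), and 0 members passed adjusted over the list alone. Cell cycle genes were higher in 16 of 20 members in libraries labelled NT Tom+ against NT Tom− (median 0.24, camera adjusted p = 0.0242; 0.844 with an estimated correlation) and lower in 16 of 20 for Gata3 Tom− against NT Tom+ (median −0.13, adjusted p = 0.0272; 0.844 with an estimated correlation), with 0 passing adjusted over the list alone. The glycolysis median moved to −0.131 without the library labelled NT Tom− replicate 1. The glycolysis call was lost in that fit (camera adjusted p = 0.345) and without Gata3 Tom− replicate 3 (0.0561). The cell cycle median moved to 0.0916 and 0.154 for the gate without NT Tom− replicate 2 or NT Tom+ replicate 3, and to −0.21 and −0.233 for Gata3 Tom− against NT Tom+ without NT Tom+ replicate 2 or Gata3 Tom− replicate 3. Its gate call was lost without NT Tom− replicate 2 (camera adjusted p = 0.414) or NT Tom+ replicate 1 (0.126). Its call for Gata3 Tom− against NT Tom+ was lost without NT Tom+ replicates 1 or 3 (0.139 and 0.0665) or Gata3 Tom− replicates 2 or 3 (0.0692 and 0.0552). The other 15 tested lists passed in none of the 3 labelled comparisons by camera. For the gate, mTOR-linked and immediate early genes were higher in 9 of 11 members (median 0.50, camera adjusted p = 0.064; 0.844 with an estimated correlation). Adjusted over the list alone, 2 of them were called higher, as was 1 of 2 B cell markers.

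**Figure D1:**
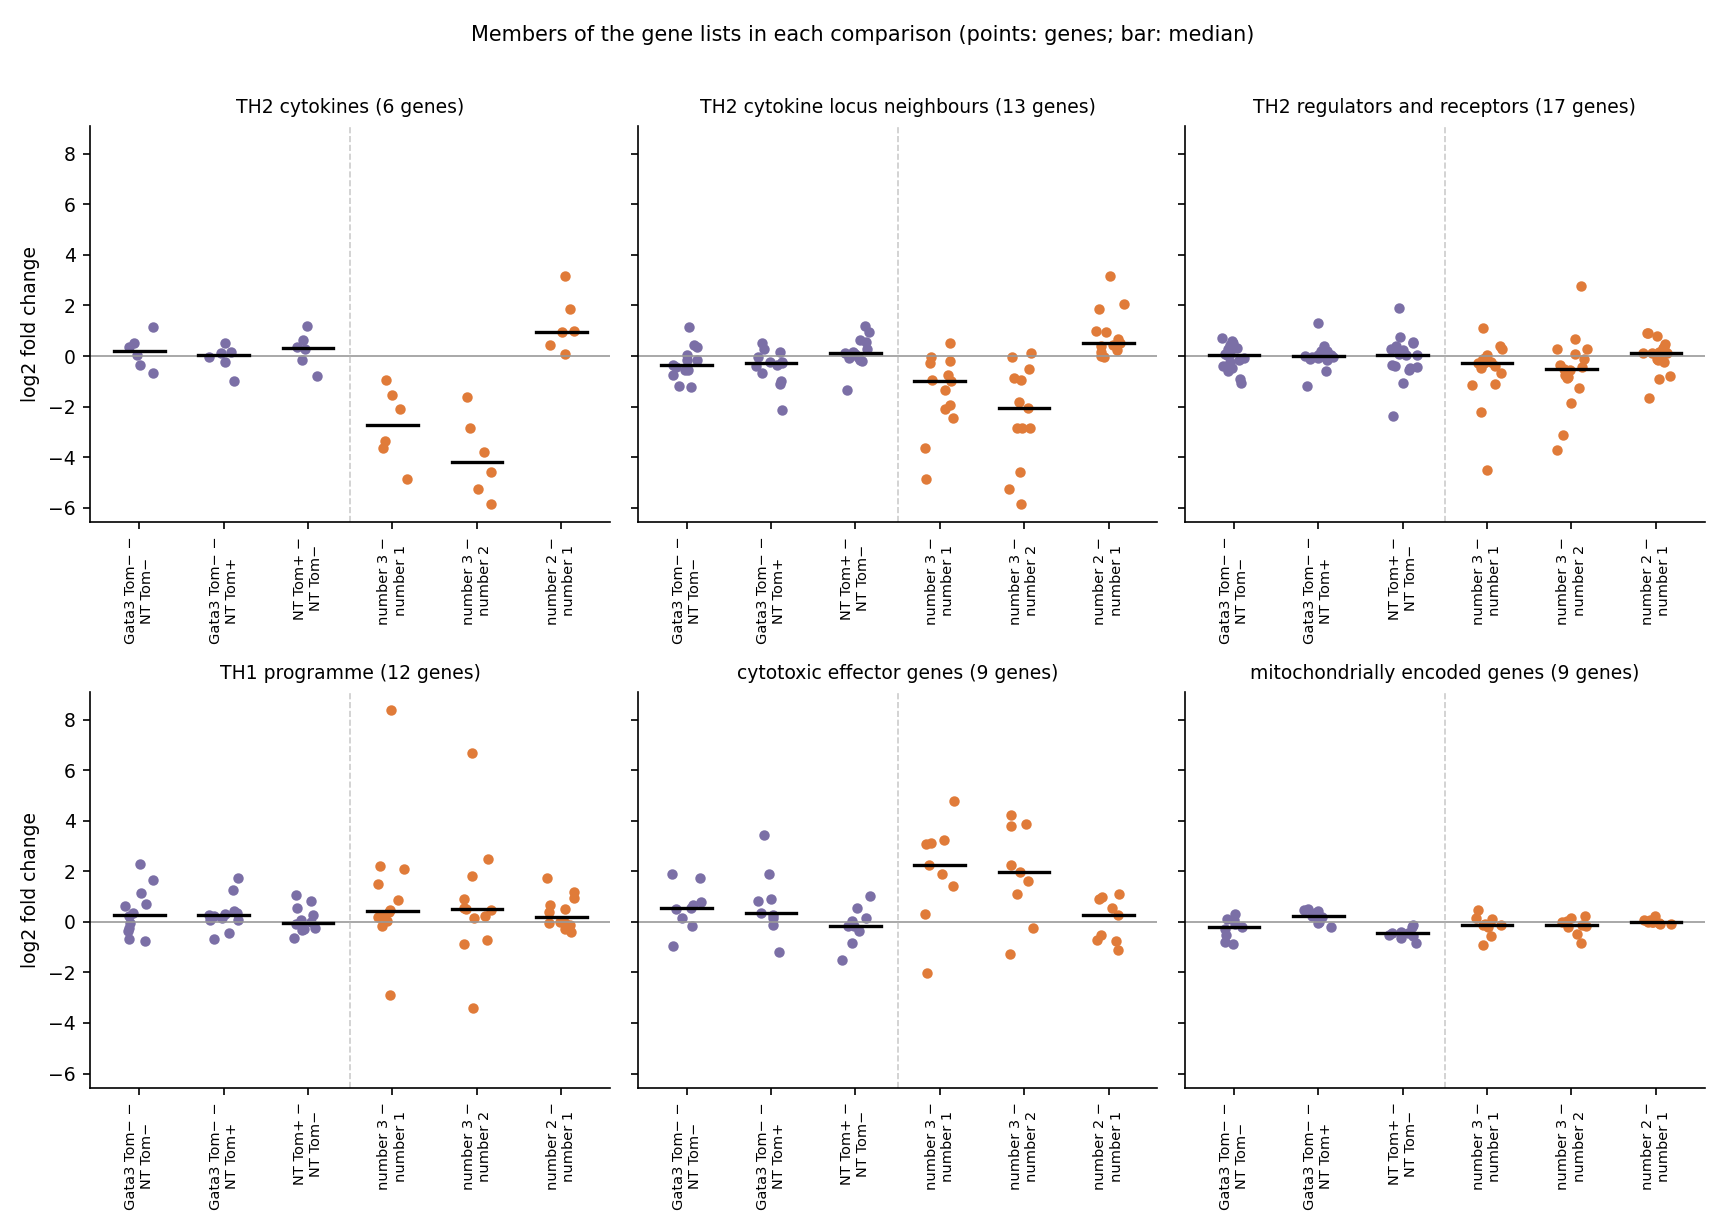
Log2 fold changes of the tested members of 6 gene lists, with points for genes and bars for medians, in the 3 comparisons of labelled groups (left of the dashed line) and the 3 comparisons of replicate numbers (right). TH2 cytokines had medians of 0.19, 0.05 and 0.31 between labelled groups and of −2.74, −4.19 and 0.96 between numbers 3 and 1, 3 and 2, and 2 and 1.

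For Il4, Il5, Rad50, Ifng, Eomes and Stat4 the library titled replicate 3 stood apart from the other 2 in each labelled group. Csf2 differed, with its highest count, 324, in the library labelled NT Tom+ replicate 2, which also lay apart from the others on the second principal component (−91.1). Il4 counts were 4.21, 38.5 and 4.83 in the 3 libraries titled replicate 3 and from 108 to 400 in the other 6. Ifng counts were 272, 411 and 505 against 0 to 10.7. Cd4 counts were 9300, 8932 and 8601 in the libraries titled replicate 3 and between 7692 and 10679 in the rest. After these values had been seen, the 3 replicate numbers of the titles were compared with each other in all pairs. By limma's F-test 59 genes differed among the 3 replicate numbers, and 0 among the 3 labelled groups (637 at an unadjusted p below 0.05). The first count was 35 without NT Tom+ replicate 3 and 24 without Gata3 Tom− replicate 3. edgeR gave 38 and 0 (681 unadjusted for the labelled groups) and DESeq2 gave 285 and 19. The share of nuclear transcripts that resemble ribosomal RNA was also highest in number 3, but the lowest of its libraries barely exceeded NT Tom+ replicate 2 (19.6%). It was 19.7, 23.2 and 20.8% in the libraries titled replicate 3 and 9.93 to 19.6% in the other 6. With ribosomal RNA left out before TMM scaling, limma called 46 genes for number 3 against 1 and 80 for number 3 against 2.

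**Figure D2:**
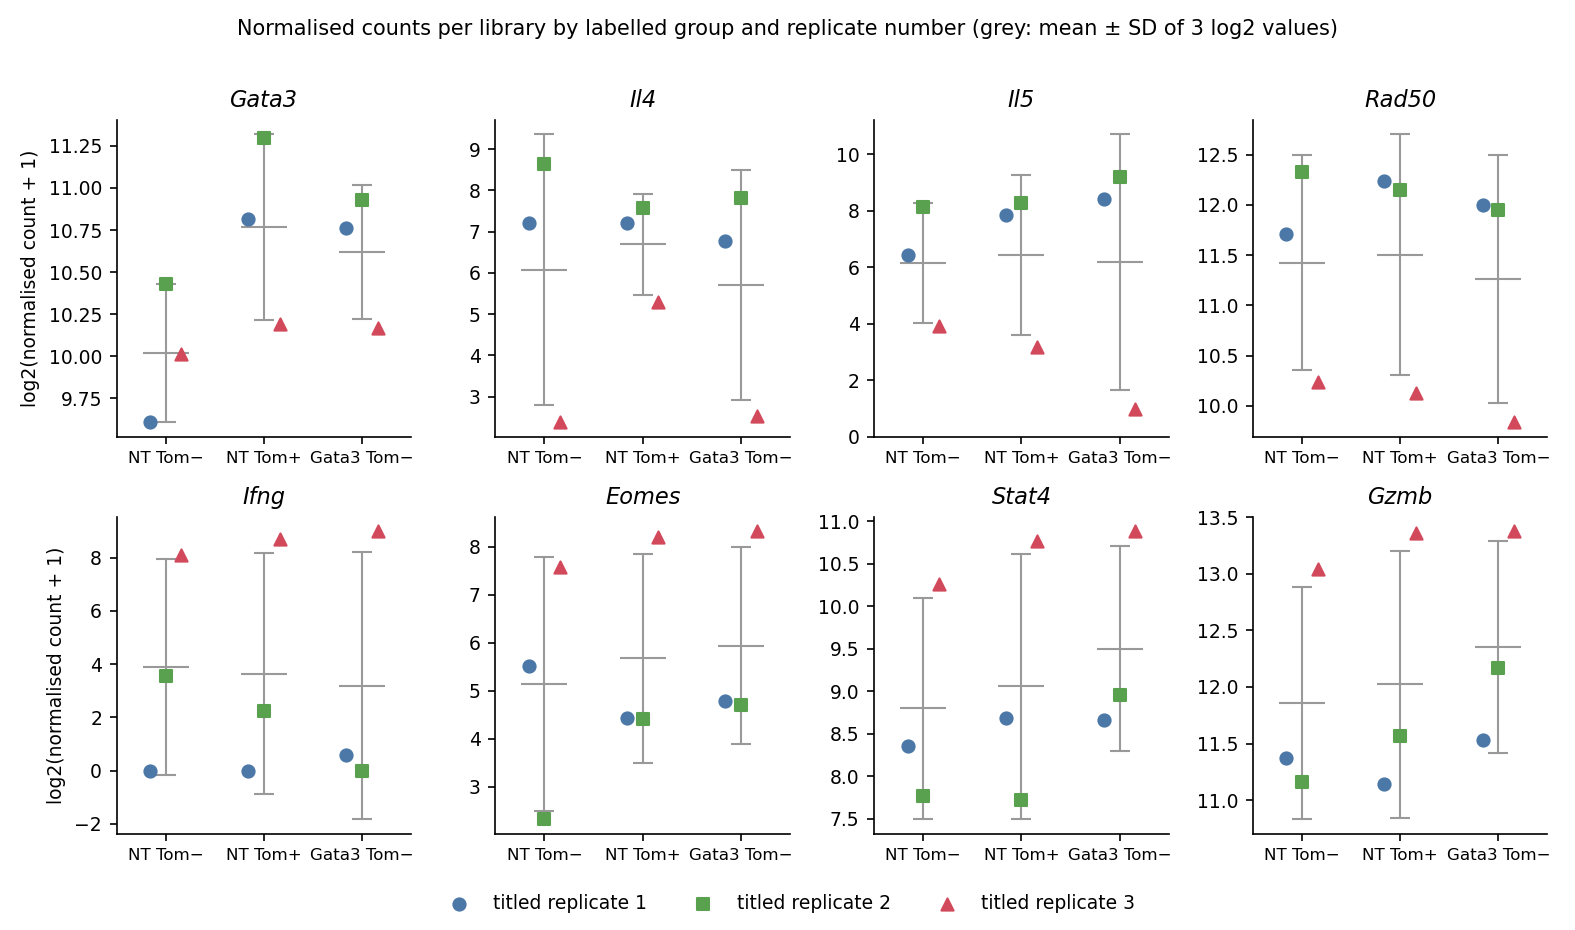
Log2(normalised count + 1) of 8 genes in each of the 9 libraries, by labelled group on the horizontal axis, with colour and symbol for the replicate number in the title and grey bars for the mean ± SD of 3 log2 values. The libraries titled replicate 3 hold the lowest Il4, Il5 and Rad50 values and the highest Ifng, Eomes, Stat4 and Gzmb values of their labelled group.

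TH2 cytokine genes fell in the libraries titled replicate 3. Il5, the eosinophil growth factor, averaged 7.68 ± 6.54 normalised counts in number 3, 219 ± 128 in number 1 and 393 ± 168 in number 2 (SD, n = 3 each), a log2 change of −4.88 (SE 0.70, adjusted p = 0.00525 by limma) against number 1 and −5.85 (SE 0.70, adjusted p = 0.00113) against number 2. Il4 averaged 15.8 ± 19.6 against 134 ± 22.1 and 270 ± 113, with log2 changes of −3.65 (SE 0.67, adjusted p = 0.0304) and −4.60 (SE 0.67, adjusted p = 0.00429). The Il4 call against number 1 was not made by edgeR (adjusted p = 0.132), and limma lost it without NT Tom− replicates 1 or 3 (0.144 and 0.0934), NT Tom+ replicate 1 (0.13) or Gata3 Tom− replicates 1, 2 or 3 (0.0941, 0.0513 and 0.12). The Il5 calls held whichever library was left out. Rad50 fell from 4098 ± 743 in number 1 and 4545 ± 587 in number 2 to 1079 ± 151, with log2 changes of −1.92 (SE 0.18, adjusted p = 0.000375) and −2.07 (SE 0.18, adjusted p = 0.000136). Il24 also fell, by 1.54 and 1.62 on the log2 scale (adjusted p = 0.0233 and 0.0114), with the first call lost without NT Tom− replicates 1 or 3, NT Tom+ replicate 1 or Gata3 Tom− replicates 1 or 3 (0.0968, 0.0683, 0.0869, 0.105 and 0.0526) and the second without Gata3 Tom− replicate 2 (0.0705). Il10 (log2 −3.36 and −3.78, adjusted p = 0.223 and 0.102) and Csf2 (log2 −0.97 and −2.83, adjusted p = 0.789 and 0.129) did not pass. Gata3 itself averaged 1117 ± 74.1 in number 3, with log2 differences of −0.27 and −0.76 that did not pass (adjusted p = 0.867 and 0.338).

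As a list, TH2 cytokines were lower in 6 of 6 tested members against either number. Against number 1, 3 members were called over all genes and 4 adjusted over the list alone (median −2.74), and against number 2 the counts were 3 and 6 (median −4.19). Adjusted p by camera was 6.56e-09 and 2.75e-12, and 0.0125 in both comparisons with an estimated correlation. The study's text names Il4, Il5 and Il10 from these same libraries, so that this list is not independent evidence of its direction. TH2 regulators and receptors were lower in 13 of 17 members against number 1 (0 called over all genes and 4 adjusted over the list alone; camera adjusted p = 0.00135, 0.0482 with an estimated correlation) and in 12 of 17 against number 2 (1 and 8; 0.000212, 0.0375 with an estimated correlation). Pparg, a lipid-sensing nuclear receptor, was the member called against number 2 (log2 −3.14, SE 0.57, adjusted p = 0.0196 by limma). edgeR did not call Pparg (adjusted p = 0.064), and limma lost it without NT Tom− replicate 2, NT Tom+ replicates 2 or 3, or Gata3 Tom− replicates 2 or 3 (0.0656, 0.0902, 0.0842, 0.0742 and 0.08). Batf (log2 −1.28), Ccr8 (−3.71) and Ccr4 (−0.56) passed only adjusted over the list alone in that comparison.

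Of the called TH2 genes, Il4, Rad50 and Il5 lie in the TH2 cytokine locus on chromosome 11 and Il24 and Pparg do not. In the locus Il4 (53602982 to 53618669), Il13 (53631324 to 53634702), Rad50 (53649519 to 53707319) and Il5 (53720794 to 53725106) lie in this order on GRCm38. Among tested neighbours, 12 of 13 were lower in number 3 than in either other number. Against number 1, 3 were called over all genes, which were Il4, Rad50 and Il5 themselves, and 5 adjusted over the list alone, with Sept8 and Kif3a added (median −0.98, camera adjusted p = 3.13e-07, 0.0304 with an estimated correlation). Against number 2 the counts were 4, with Sept8 added, and 7 (median −2.07, adjusted p = 2.75e-12, 0.0125 with an estimated correlation). The list thus mostly restates the fall of genes that the study's text names, and is not independent evidence. Sept8, centromeric of Il4, differed by −2.45 (SE 0.59, adjusted p = 0.12 by limma) against number 1 and fell by 2.86 (SE 0.59, adjusted p = 0.0422; 0.0637 by edgeR) against number 2, a call that limma kept only without NT Tom+ replicate 1 or Gata3 Tom− replicate 1, and Kif3a beside Il4 differed by −1.33 and −1.83 and passed only adjusted over the list alone. Hspa4 and Aff4 at the same end of the region differed by −0.04 and −0.27 against number 1.

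**Figure D3:**
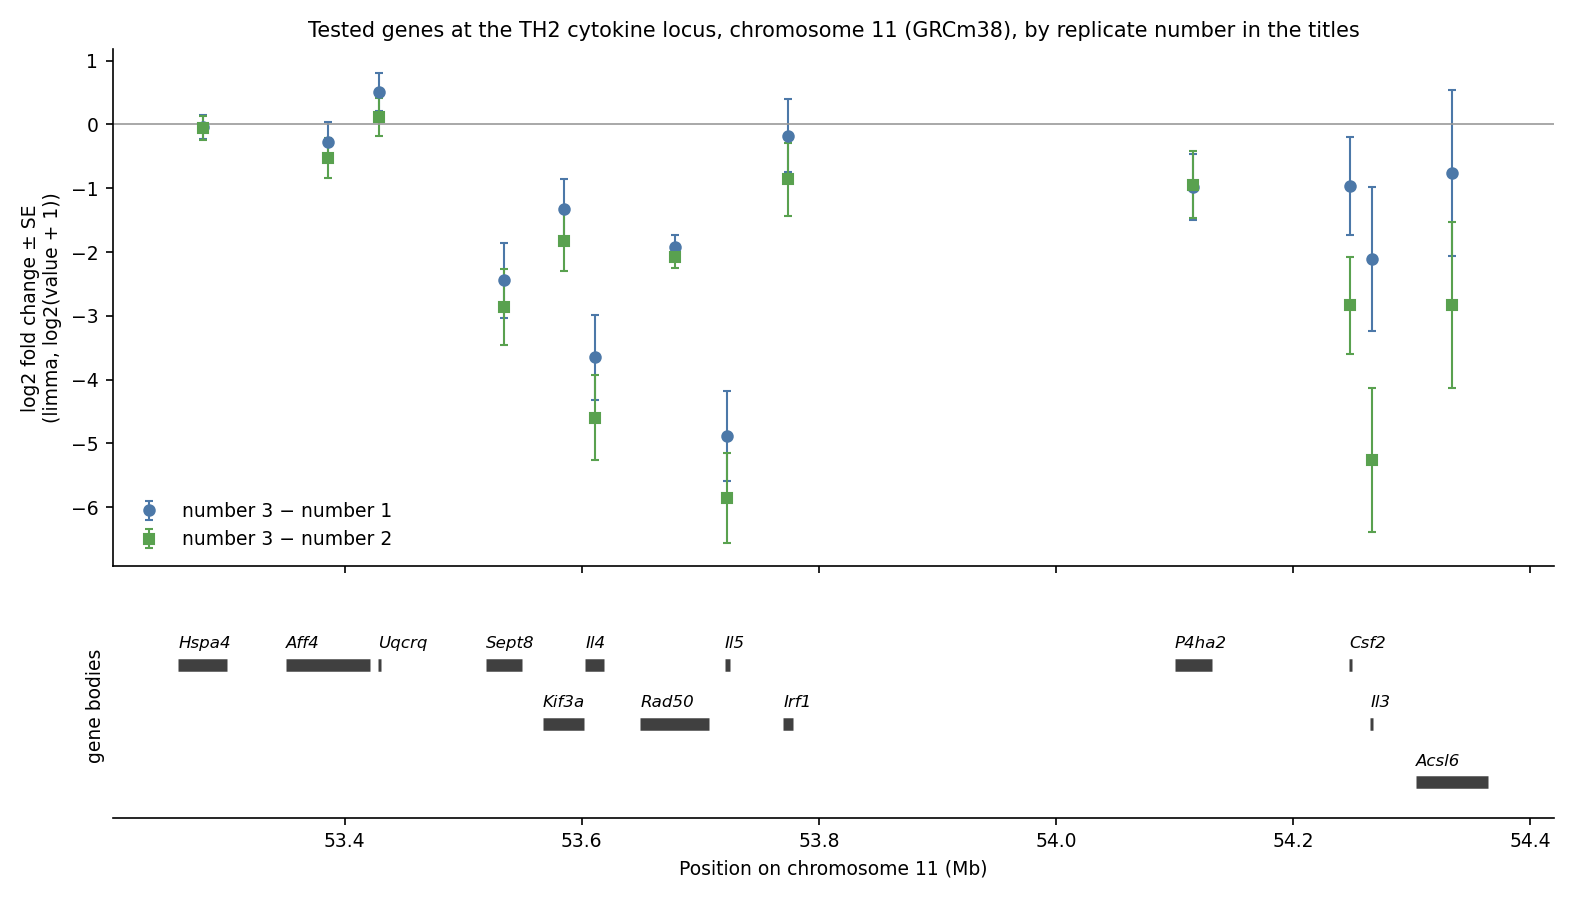
Log2 fold change ± SE (limma) of the 13 tested genes at the TH2 cytokine locus for replicate number 3 against number 1 (circles) and number 2 (squares), above the gene bodies drawn to scale by position on chromosome 11 in Mb. Il5 has the lowest values, −4.88 and −5.85, and Hspa4 lies at −0.04 and −0.05.

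Ifng, Stat4, Gzmb and Nkg7 rose in the libraries titled replicate 3 against both other numbers. Ifng averaged 396 ± 117 normalised counts in number 3, where number 1 held 1 read in all (ratio 1450, counting interval 260 to 57300) and number 2 averaged 4.81 ± 5.41 (log2 6.66, SE 0.997, adjusted p = 0.00509 by limma). Stat4, which transmits IL-12 signals, averaged 1620 ± 346 against 381 ± 46.4 and 308 ± 164, with log2 changes of 2.07 (SE 0.31, adjusted p = 0.00654) and 2.49 (SE 0.31, adjusted p = 0.00135). Gzmb, a granule protease of killer cells, rose from 2621 ± 347 and 3304 ± 1170 to 9853 ± 1250 (log2 1.91 and 1.63, adjusted p = 0.00117 and 0.00182), and Nkg7, a granule membrane protein, rose by 3.23 and 2.26 (adjusted p = 0.00117 and 0.00829). Eomes, a T-box factor of cytotoxic and memory cells, rose against number 2 (log2 4.22, SE 0.65, adjusted p = 0.00605) and missed the threshold against number 1 (log2 3.11, SE 0.65, adjusted p = 0.0574). Without Gata3 Tom− replicate 3, limma's calls were lost for Stat4 against number 1 (0.0526) and for Ifng, Nkg7 and Eomes against number 2 (0.057, 0.0539 and 0.0539), while Eomes passed against number 1 without NT Tom− replicate 2 (0.0118).

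Cytotoxic effector genes were higher in 8 of 9 tested members against number 1 (2 called over all genes and 7 adjusted over the list alone; median 2.23; camera adjusted p = 3.01e-10, 0.0375 with an estimated correlation) and in 7 of 9 against number 2 (3 and 6; median 1.96; 1.92e-07, 0.0482 with an estimated correlation). TH1 genes were higher in 10 of 12 members against number 1 (2 called over all genes and 4 adjusted over the list alone; median 0.44; 0.000159, 0.0396 with an estimated correlation), and this median moved to 0.208, 0.662, 0.693 and 0.272 without NT Tom− replicate 1, NT Tom+ replicate 3 and Gata3 Tom− replicates 1 and 3. Against number 2 they were higher in 9 of 12 (2 called over all genes; adjusted over the list alone, 3 were called higher and 1 lower; adjusted p = 0.00428), and the call was lost with an estimated correlation (adjusted p = 0.0625) and, at the preset correlation, without Gata3 Tom− replicate 3 (0.0635). The member called lower was Cxcr3, a TH1 chemokine receptor (log2 −3.40), and Tbx21, which encodes T-bet, had a log2 difference of −0.71 against number 2.

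Across all genes, limma called 44 for number 3 against number 1, 16 higher and 28 lower, of which 17 were lower at 4-fold or more. For number 3 against number 2 it called 72, 26 higher and 46 lower, with 28 lower at 4-fold or more. edgeR called 37 and 49, and DESeq2 called 204 and 325, with 69 and 101 lower at 4-fold or more. Against number 1, the largest rises after Ifng were Slc1a2 (log2 5.60), Tmem108 (4.45), Arsb (3.65), Nkg7, Nr4a3 (2.58) and Neb (2.20), and P2ry1 had 202 reads against 1 (ratio 205, counting interval 36.3 to 8120). The largest falls were Cpd (−5.06), Il5, Cyp11a1 (−4.29), Il4, Rxra (−3.54), Dpf1 (−3.51) and Nucb2 (−2.85), while Pth had 3 reads against 430 (ratio 142, counting interval 48.1 to 689). Rxra encodes a partner of nuclear receptors such as Pparg. edgeR did not call Tmem108 (adjusted p = 0.113), Arsb (0.105), Nr4a3 (0.0728), Dpf1 (0.07) or Cyp11a1 (0.292), and DESeq2 did not call Cyp11a1 (0.191). The limma calls of Neb, Pth, Cpd, Rxra and Nucb2 held whichever library was left out. Other calls were lost, at worst without Gata3 Tom− replicate 3 for Slc1a2 (0.0833), P2ry1 (0.205), Arsb (0.181) and Nr4a3 (0.157), without NT Tom− replicate 1 for Tmem108 (0.16) and Dpf1 (0.261), and without NT Tom+ replicate 3 for Cyp11a1 (0.199).

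Against number 2, Xdh (log2 5.77), Tbc1d4 (5.62), Bsn (4.34), Nr4a3 (3.49) and Tnip3 (2.87) rose along with Ifng, Eomes and Stat4. Alpk2 fell by 5.18 and Cpd fell by 4.93. Cdh17, a cadherin, had 0 reads in number 3 and was at least 130-fold lower, and Sowaha, which lies at 53476573 to 53480274 on chromosome 11 close to Sept8, was at least 55.7-fold lower, both against a floor of 3 reads over the group. Pth had 3 reads against 863 (ratio 356, counting interval 121 to 1730) and Dusp3 had 3 against 363 (ratio 150, counting interval 50.8 to 729). edgeR did not call Xdh (adjusted p = 0.0637), Tbc1d4 (0.102), Bsn (0.189), Tnip3 (0.0958) or Alpk2 (0.0824). The limma calls of Nr4a3, Pth, Cdh17 and Cpd held whichever library was left out, and others were lost, at worst without Gata3 Tom− replicate 3 for Xdh (0.135) and Tbc1d4 (0.0886), NT Tom+ replicate 3 for Bsn (0.15) and Tnip3 (0.145), Gata3 Tom− replicate 2 for Dusp3 (0.122), and NT Tom− replicate 2 for Sowaha (0.117) and Alpk2 (0.0895).

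These counts of calls leaned on single libraries. Number 3 against number 1 gave 28, 29, 25, 24 and 22 genes without the library labelled NT Tom− replicate 1, NT Tom− replicate 3, NT Tom+ replicate 1, Gata3 Tom− replicate 1 and Gata3 Tom− replicate 3 in turn, and number 3 against number 2 gave 43, 43, 39 and 37 without NT Tom− replicate 2, NT Tom+ replicate 3, Gata3 Tom− replicate 2 and Gata3 Tom− replicate 3.

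Sterol and fatty acid synthesis genes were lower in 14 of 19 members against number 1 (median −0.40, camera adjusted p = 0.00042, 0.0531 with an estimated correlation; 1 called lower adjusted over the list alone) and in 16 of 19 against number 2 (median −0.40, 0.00045, 0.0531 with an estimated correlation; 0 called). Lss, which makes lanosterol, was the member that passed adjusted over the list alone against number 1 (log2 −1.20). Integrins and their adaptors were higher in 12 of 15 members against number 1 (median 0.28, adjusted p = 0.0111, 0.0724 with an estimated correlation), with 3 called higher adjusted over the list alone (Itgb3, log2 1.06; Itgb1, 0.87; Apbb1ip, 1.11) and 0 over all genes. Against number 2 the list did not pass (adjusted p = 0.0528), and Itgb3 differed by 0.14 and Itgav by 0.13. Against number 1, mTOR-linked and immediate early genes (median 1.11, adjusted p = 0.0253, 0.246 with an estimated correlation), glycolysis genes (median −0.20, 0.00835, 0.378 with an estimated correlation) and heat shock and stress genes (median −0.41, 0.0421, 0.166 with an estimated correlation) passed only with the preset correlation, and so did interferon-stimulated genes against number 2 (median 0.51, 0.0253, 0.108 with an estimated correlation). Without NT Tom− replicate 1 the medians against number 1 moved to 0.203 for mTOR-linked genes, −0.109 for glycolysis, −0.137 for stress genes and 0.495 for integrins, and without Gata3 Tom− replicate 1 glycolysis moved to −0.37. Preset calls were lost, at worst without NT Tom− replicate 1 for mTOR-linked genes (camera adjusted p = 0.322), glycolysis (0.145) and stress genes (0.132). The integrin call was lost without NT Tom− replicate 3 (0.0574). For interferon-stimulated genes the call was lost, at worst without NT Tom− replicate 2 (0.0878). Lists of TH17, Treg and TFH genes, p53 targets, mitochondrially encoded genes and the regulators from the study's screen passed in none of the 3 comparisons of numbers. Adjusted over the list alone, 9 of 27 screen regulators passed against number 2 (6 higher and 3 lower) and 1 against number 1 (lower), with 4 and 2 Treg genes and 5 and 3 TFH genes in both directions and 1 TH17 gene lower in each. Rbpj, a screen regulator, was called against number 2 (log2 −0.83, adjusted p = 0.0417 by limma; 0.0525 by edgeR), a call lost without any 1 of 8 of the libraries and kept without NT Tom− replicate 1.

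Numbers 2 and 1 differed less. TH2 cytokines were higher in number 2 in 6 of 6 members (median 0.96), including Il5 (393 ± 168 against 219 ± 128, log2 0.97, SE 0.70) and Il4 (270 ± 113 against 134 ± 22.1, log2 0.94, SE 0.67), and 12 of 13 neighbours at the locus were higher (median 0.50). Both lists passed with camera's preset correlation (adjusted p = 0.00432 and 0.00048) and neither with an estimated correlation (adjusted p = 0.0625 and 0.0531), and 0 members were called adjusted over the list alone. Cell cycle genes were lower in 15 of 20 members (median −0.16, adjusted p = 0.0421, 0.471 with an estimated correlation), and the median moved to 0.0045 and −0.093 without NT Tom− replicate 2 or NT Tom+ replicate 1. The cell cycle call was lost in both fits (camera adjusted p = 0.689 and 0.336). It was also lost without NT Tom− replicate 3 (0.0534) or Gata3 Tom− replicate 2 (0.0727). Limma called 0 genes (534 at an unadjusted p below 0.05), edgeR called 0 (552 unadjusted) and DESeq2 called 13 (722 unadjusted).

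Few markers of other cells were tested. Of the CD8 T and NK cell markers only Cd8b1 was, and the others are not analysed here. Cd8b1 had 11.2, 51.7 and 16.4 normalised counts in the libraries titled replicate 3 and 0 to 50.7 in the other 6. The B cell list had 2 tested members, Ighm and Ebf1, with log2 differences of 0.74 and −0.63 for number 3 against number 1 and 0.75 and −1.49 against number 2, where Ighm passed higher adjusted over the list alone and 0 were called over all genes. The gamma-delta T cell, myeloid and mast cell, and erythroid lists had 0 tested members.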

Values the study reported

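The study reported that targeting Gata3 by CRISPR lowered the expression of 122 genes at a 4-fold threshold, and its text names Il4, Il5, Rad50 and Il10 among them. It also reported that transcripts of Il13 went undetected because both alleles carry the reporter.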

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

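All comparisons of replicate numbers were chosen after the data had been seen, and so were the settings that left out the 3 libraries titled replicate 3, blocked by labelled group or left out ribosomal RNA. The remaining settings were fixed before. Leaving single libraries out aside, counts of called genes stayed within 1.5 times of the reported count in 86 combinations of result and setting for labelled groups and moved in 16, and stayed in 83 and moved in 12 for replicate numbers. The causes of these moves were not tested.

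DESeq2 moved most counts. It called 3 genes for Gata3 Tom− against NT Tom− (Npat, log2 1.21; Nktr, −0.93; Plekha6, −8.24), 1 of them at 4-fold, 13 against NT Tom+ (11 at 4-fold), 3 against both gates, 27 for NT Tom+ against NT Tom−, 1 shared by the guide and gate comparisons and 19 among labelled groups. For number 3 against 1 it called 204 (101 at 4-fold, 69 lower), for number 3 against 2 it called 325 (167 at 4-fold, 101 lower), for number 2 against 1 it called 13, and among the numbers 285. edgeR gave 28 at 4-fold for number 3 against 2 and 38 among the numbers. A minimum mean of 50 gave 70 for number 3 against 1, and a fit on only the groups compared gave 11 lower at 4-fold.

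With the replicate number as a block, 1 gene, mt-Co1, was called for Gata3 Tom− against NT Tom− (log2 −0.86) and for NT Tom+ against NT Tom− (log2 −0.83), so that 1 was shared and 1 differed among the labelled groups. With the 3 libraries titled replicate 3 left out, mt-Rnr1 and mt-Co1 were called in both comparisons, which gives 2 for each, 2 shared and 2 among the labelled groups.

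For genes named in the labelled comparisons, the direction held in 253 combinations of gene and setting and reversed in 19, and on leaving out single libraries it held in 149 and reversed in 40. Between replicate numbers, 693 such combinations were the same, 34 lost a call and 8 gained a call, and on leaving out single libraries 441 were the same, 110 lost a call, 1 gained a call and 6 reversed. Lists lost their call in 8 combinations for labelled groups and 4 for numbers, and in 16 and 17 on leaving out single libraries. The reversals outside leaving out single libraries were these. For Gata3 Tom− against NT Tom−, Il10 became 0.718 by edgeR, 0.697 by DESeq2 and 0.802 without the 3 libraries titled replicate 3, Ifng 0.832 by edgeR and 0.834 by DESeq2, Il5 −0.0884 with a pseudocount of 0.5, and Itgav 0.017 with TMM factors and 0.015 without ribosomal RNA. Against NT Tom+, Il5 became 0.109 with a pseudocount of 5, 0.776 by edgeR, 0.748 by DESeq2 and 0.735 without the 3 libraries, and Ifng 0.242 by edgeR and 0.286 by DESeq2. For NT Tom+ against NT Tom−, Il4 became −0.562 by edgeR, −0.557 by DESeq2 and −0.535 without the 3 libraries, and Ifng 0.59 by edgeR and 0.548 by DESeq2.

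Leaving out each library in turn gave the ranges below. Counts ran from 0 to 1 for Gata3 Tom− against NT Tom−, 0 to 4 for NT Tom+ against NT Tom−, 0 to 2 among labelled groups and 0 to 1 shared. Number 3 against 1 ran from 22 to 48 (14 to 28 at 4-fold, 8 to 17 lower), number 3 against 2 from 37 to 81 (23 to 44 at 4-fold, 17 to 33 lower), and the numbers together from 24 to 53. For Gata3 Tom− against NT Tom−, log2 differences ran from −2.22 to 1.21 for Il4, −1.47 to 2.64 for Il5, −1.92 to 1.58 for Il10, −0.755 to 0.55 for Rad50, −3.58 to 1.42 for Ifng, −0.607 to 2.02 for Eomes, −0.0147 to 0.783 for Itgb3 and −0.108 to 0.0272 for Itgav, while Gata3 (0.398 to 0.827), Csf2 (0.12 to 1.92) and Stat4 (0.0131 to 1.44) kept their sign. Against NT Tom+ they ran from −2.04 to 0.597 for Il4, −1.88 to 2.37 for Il5, −0.934 to 0.47 for Rad50, −3.34 to 2.07 for Ifng and −0.434 to 0.118 for Gata3. For NT Tom+ against NT Tom− they ran from −1.23 to 1.9 for Il4, −0.848 to 1.91 for Il5, −0.512 to 0.771 for Rad50 and −2.75 to 1.88 for Ifng. Between numbers, Itgav ran from −0.0441 to 0.225 (3 against 1) and −0.165 to 0.28 (3 against 2), Itgb3 from −0.129 to 0.375 (3 against 2), Il10 from −0.191 to 0.836 (2 against 1) and the cell cycle median from −0.23 to 0.0045 (2 against 1).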

Other observations

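The comparisons of replicate numbers, the well positions, the tests on Cd4, the counting limits of Cd8b1, the reading of it as near the floor and the separate reading of CD8 T and NK cells were chosen after the data had been seen. Npat, which drives histone gene transcription, was looked up per library because DESeq2 called it higher in the libraries labelled Gata3 Tom−. It had 640, 560 and 651 normalised counts in those libraries and 241 to 359 in the 6 labelled NT (log2 1.09, adjusted p = 0.000708 by DESeq2 against both gates). Limma did not call it. Since the gene was picked by this call, its separation of the labelled groups is no evidence about the labels.

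By limma 0 genes were lower at 4-fold or more at an adjusted p below 0.05 in the libraries labelled Gata3 Tom− than in those labelled NT Tom−, by edgeR 0 and by DESeq2 1, and at an unadjusted p below 0.05 the counts were 73, 104 and 127. The study's text names neither a gate nor an adjusted p for its count, so the counts are not set against it. The genes that it names, Il4, Il5, Rad50 and Il10, were not lower at 4-fold or more by limma in the libraries labelled Gata3 Tom−, against either NT gate. The libraries titled replicate 3 had 17 genes lower at 4-fold or more than number 1 by limma and 69 by DESeq2, and 28 and 101 lower than number 2, among them Il4 and Il5. By limma Rad50 was also 4-fold lower than in number 2 (log2 −2.07, adjusted p = 0.000136). Without 1 library the limma counts moved to 8, 10 and 10 (NT Tom+ replicate 1 and Gata3 Tom− replicates 1 and 3) and to 17, 17 and 18 (NT Tom− replicate 2 and Gata3 Tom− replicates 2 and 3).

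The first pattern is that the 3 libraries titled replicate 3 stand apart from those titled 1 and 2. Column numbers crossed between titles and file could produce it, because by well each replicate number holds a single group, an arrangement that 0.357% of random numberings give, and number 3 then holds the Gata3 wells. The wells run replicate by replicate and the title numbers group by group. An orderly listing of either kind, harmless or crossed, would give this arrangement too, so the share does not tell them apart. A separate culture or batch for replicate 3 with the titles right, which no label names, would also need a guide without effect on TH2 cytokines in numbers 1 and 2, where their median log2 difference between Gata3 and NT libraries was 0.0897. The study reported loss of the reporter and lower Il4, Il5, Rad50 and Il10 on targeting Gata3, which goes against such a guide. The study names these genes from these same libraries. By title, however, their log2 differences were −0.37, 0.03, −0.16 and −0.67 for Gata3 Tom− against NT Tom−. Against NT Tom+ they were −0.99, −0.24, −0.24 and 0.12. For number 3 against 1 they were −3.65, −4.88, −1.92 and −3.36, though Il10 did not pass. For these genes the values argue against a batch with the titles right. They do not exclude a batch as such, since batch and replicate number would be the same split. Reads across the guide's target site, not analysed here, would show which libraries were edited.

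The second pattern is the fall of TH2 cytokines in the libraries titled replicate 3. Cells of another type in place of CD4 T cells would lower Cd4 as well, and Cd4 differed by −0.0413 on the log2 scale between numbers 3 and 2, so that dilution does not explain it. Loss of Gata3 function and a culture that never took the TH2 fate are both left open, since no value here measures Gata3 function. With the titles right, number 3 includes a library sorted as Tom+, so such a culture would still have to hold cells that switched on the reporter.

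The third pattern is the rise of cytotoxic genes and of the TH1 genes Ifng and Stat4 in the same libraries, while TH1 genes as a list did not pass against number 2 with an estimated correlation. The starting cells were sorted as naive CD4 T cells, a sort meant to leave out CD8 T and NK cells. CD8 T cells would bring Cd8b1, which had 11.2 (0.121% of Cd4, upper counting limit 22.1), 51.7 and 16.4 normalised counts in these libraries and up to 50.7 (lower counting limit 36.7) in the other 6, with log2 differences of 0.98 and 0.91 against numbers 1 and 2. The overlap of these ranges was to have excluded CD8 T cells, but the marker lies near the floor and its 3 values go both ways, so that they stay open. NK cells stay open as well, because their receptors are not analysed here and a small share would leave Cd4 (log2 −0.0741 between numbers 3 and 1) almost in place, and so does a change inside the CD4 T cells, which the Gata3 guide or the culture could bring about.

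Regroupings of the libraries show how many genes such groups give without regard to labels. For Gata3 Tom− against NT Tom−, against NT Tom+, for the gate and for number 2 against 1, limma called 0 genes, so all 10 splits of the 6 libraries gave as many by necessity, also at 4-fold for the first and second of these, and the count says nothing. The same holds for the 0 genes of Gata3 Tom− against both gates (all 84 splits) and among the labelled groups (all 100 partitions). For number 3 against 1 and against 2, the real split, 1 of 10, gave 48 and 58 genes in 2-group fits and the highest other split gave 0, and 10 splits are too few for a share under 0.05. Among the 84 splits of 9 libraries into 3 and 6, that with the 3 libraries titled replicate 3 on the small side gave 127 and the next highest 1. These libraries had already been seen to stand apart, so the rank of their split restates that structure and is not independent evidence of it. Of 100 partitions into 3 groups of 3, 2 gave at least the 59 genes of the replicate numbers, the other with 67, so a random partition is an improbable source of that count. The comparison of replicate numbers was likewise chosen after the data had been seen. The highest partition that did not keep the 3 libraries titled replicate 3 together gave 1.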
